A study of Homo sapiens with 4 samples. Its data were reported in "Transcriptional and epigenetic characterization of a new in vitro platform to model the formation of human pharyngeal endoderm" (2024).

How the data were processed

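RARA ChIP-Seq had been performed on AFE cells at day 5 and on PE cells at day 5 with 200 nM RA, both differentiated from H9 human embryonic stem cells. Per the labels there were 4 libraries, with 1 RARA IP and 1 input for each cell type. The study's methods speak of biological replicates for its ChIP experiments, and neither source states whether a RARA library pools them. Only 1 peak list per cell type was analysed here, so the spread between replicates is unknown. Per the study's methods, the authors trimmed reads with Trimmomatic v0.39, aligned them to hg38 with Bowtie2, kept concordant primary alignments with a mapping quality of at least 30, and removed duplicates (Picard v2.25.1) and mitochondrial, unplaced and blacklisted reads. The authors then called peaks with HOMER findPeaks in its factor style, for each IP against its own input, and kept peaks with a score of at least 20. Reads in repeats that cannot be placed uniquely are lost to the mapping quality filter, so binding in such repeats can be missed.

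The deposited lists held 3 values per peak that were used. The score is the authors' HOMER peak score, which came in steps that are whole or end in 0.5 and is not scaled to library size. The fold over input is the authors' ratio of IP to input tags at the peak, each scaled to its library. The signal value is the authors' normalized tag count of the IP, scaled to library size by the peak caller. The lists had no header, and these columns were identified by their place in the layout and by their values. All peaks were 299 bp wide in the AFE list and 309 bp wide in the PE list. Because each list was called and scaled on its own, score levels were not compared between lists. The correlation of shared peaks' scores and the comparison of within-list differences between lists do not use the lists' levels.

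Relative depth was recovered as the largest step of which the normalized tag counts are whole multiples, within rounding. It was 0.2776 (0.27757 to 0.27763) in AFE and 0.3608 (0.36064 to 0.36089) in PE. The total number of reads per library was not analysed here.

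Peak coordinates were used with hg38 and the GENCODE v44 annotation. The build was checked by chromosome names and lengths, and all 66 and 48 peaks lay within the reference chromosomes. Coordinates are 1-based. Peaks overlapping by at least 1 bp were merged and classed as shared, AFE-only or PE-only. Each merged peak was named by the nearest TSS of a protein-coding transcript and annotated by the position of its centre. RAREs were searched on both strands of the merged interval. The motif matrices of the study were not used here, so a consensus string took their place. Control windows were drawn from 60000 promoter and 400000 other seeded positions, matched to each peak on width, on GC content within 2 percentage points and on lying at a promoter or not, with at least 94 candidates per peak and 1000 sets in all.

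Differences of mean log2 score were tested by two-sided permutation over peaks with 100000 resamples, or exactly where all splits could be enumerated. Whether such a difference was unequal between the lists was tested by permuting residuals within each list, also with 100000 resamples. Shares were compared with two-sided Fisher's exact tests and given 95% Wilson intervals. Comparisons with control sets or placements were one-sided. The 13 main tests were adjusted together by the Benjamini-Hochberg method, and the 11 spacers among themselves. Peaks are not replicates, so every test describes these lists and not the variation between cultures. With 1 IP per cell type, no leave-one-out fit or resplitting of samples could be made.

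The tests, the alternatives and the rule for naming peaks were fixed before the data were examined, except where the text says otherwise. The rule named the peaks nearest the TSSs of HOXB1, RARA, RARB and another locus, the 5 highest-scoring peaks of each list and the 3 highest-scoring peaks of each class; some of these are not reported here. The alternatives were a score minimum of 30, the higher-scoring 50% of each list, overlap of at least 50% of each peak, centres at most 1000 bp apart, medians of linear scores, no mismatch or at most 2 mismatches in the RARE, a spacer of 5 bp alone, spacers of 0 to 10 bp, a 400 bp window, flanking windows 2000 bp away as controls, promoters of 1000 bp and the TSSs of genes of any type. An equal minimum of the normalized tag count in both lists was added after the data were seen.

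The code was tested on simulated data. It recovered 3000 of 3000 planted repeats with at most 1 mismatch, gave the same answer as a brute-force search in 200 of 200 windows, and found 20 of 20 planted shared peaks. The permutation test of scores passed a threshold of 0.05 in 27 of 400 simulated comparisons without a difference and in 100 of 100 with one. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, matplotlib 3.10.9 and BLAST 2.17.0.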

Results

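The binding of the retinoic acid receptor alpha (RARA) was profiled by ChIP-Seq in 2 cell types derived from H9 human embryonic stem cells, a long-established line. Anterior foregut endoderm (AFE) cells were collected at day 5 without retinoic acid (RA), and pharyngeal endoderm (PE) cells were collected at day 5 after exposure to 200 nM RA. Each cell type had 1 RARA immunoprecipitate (IP), made from 60 µg of chromatin with 5 µg of antibody, and 1 input library, so no difference between AFE and PE reported here has a replicate check. The values analysed were 2 peak lists, one per IP, in which the authors had compared each IP with its own input. For each peak the lists gave the authors' own HOMER peak score, fold of IP over input and normalized tag count, which were used to describe, rank and filter peaks within a list. The total number of reads per library was not analysed here. The relative depth was recovered from the normalized tag counts, because 100% of them in each list were whole multiples of a single step. That step was 0.278 in AFE and 0.361 in PE, which puts the AFE library at 1.30 times the depth of the PE library. The score carried no such scaling. The median ratio of normalized tag count to score was 0.541 in AFE and 0.707 in PE, so the score minimum of 20 stood for a different normalized level in each list.

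The first question was where RARA was bound with and without RA. The AFE list held 66 peaks and the PE list held 48 peaks. Scores ran from 20 to 68 in AFE, with a median of 24.25, and from 20 to 43.5 in PE, with a median of 24.75. Many peaks lay close to the minimum, with a score below 25 in 37 of 66 AFE peaks (56.1%) and in 24 of 48 PE peaks (50%). The fold over input ranged from 4.05 to 107 in AFE and from 4.59 to 122 in PE. Which list was longer depended on how the minimum was set: at an equal minimum of the normalized tag count, an alternative chosen after seeing the data, 24 AFE peaks and 48 PE peaks were left, of which 11 were AFE-only and 35 PE-only.

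Merging peaks that overlapped by at least 1 bp gave 98 peaks, of which 16 were shared, 50 were called in AFE only and 32 were called in PE only. These classes say where a peak was called, not by how much the signal changed. The shared peaks made up 24.2% of the AFE list (95% Wilson interval 15.5 to 35.8%) and 33.3% of the PE list (21.7 to 47.5%). The intervals cover counting error only. Random placement of both lists on the same chromosomes gave a mean of 0.001 shared peaks and never more than 1 in 1000 placements (n = 66 and n = 48 peaks, one-sided p = 0.001, the smallest that 1000 placements can give). Among peaks at promoters, 7 of 16 AFE peaks overlapped one of 17 PE peaks, against a mean of 0.001 when positions were drawn among promoters (n = 16 and n = 17 peaks, one-sided p = 0.001, again the smallest possible). The centres of the paired calls lay a median of 32.5 bp apart (range 4 to 123 bp), and each pair overlapped by at least 181 bp. The number shared moved most when only scores of at least 30 were kept, which left 7.

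The next comparison asked whether peaks called in both cell types were also the stronger ones. In the AFE list the median score was 31.75 for the 16 shared peaks and 23.5 for the 50 AFE-only peaks, a difference of 0.50 in mean log2 score (two-sided permutation test, p = 1e-05, the smallest that 100000 resamples can give; adjusted p = 0.00013 by Benjamini-Hochberg over a family of 13 tests). In the PE list the medians were 30 for shared and 24 for PE-only peaks, a difference of 0.33 in mean log2 score (permutation p = 0.00018, adjusted p = 0.00117). The effect did not differ detectably between the lists (a difference of 0.17, permutation p = 0.162). Of the 5 highest-scoring peaks, all 5 of the AFE list and 4 of the PE list were shared. Of the peaks scoring below 25, 3 of 37 in AFE and 3 of 24 in PE were shared. Across the 16 shared peaks, the scores in AFE and PE ranked alike (Spearman's rho = 0.67, permutation p = 0.00566, adjusted p = 0.0147; Pearson's r of log2 scores = 0.71, permutation p = 0.00239). This correlation is across peaks, which are not independent replicates. It rested partly on the extremes, since without the 2 peaks farthest from the median AFE score rho was 0.54 (permutation p = 0.0513) and r was 0.53 (permutation p = 0.0533).

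**Figure D1:**
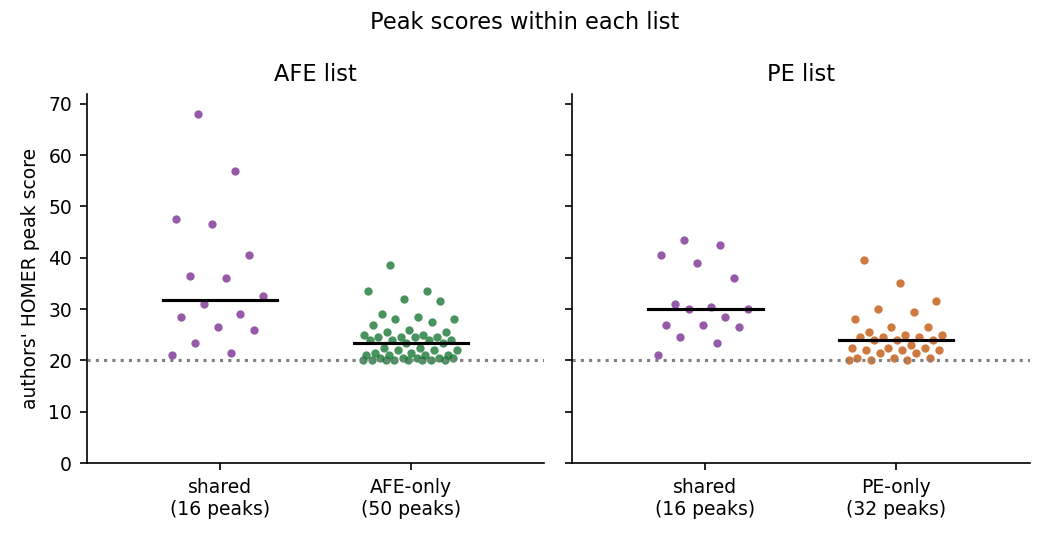
The authors' HOMER peak score (vertical axis, no unit) is shown for each peak of the AFE list (left) and the PE list (right), split into shared peaks and peaks of that list only; black lines are medians and the dotted line is the score minimum of 20. Shared peaks sit higher in both lists, with medians of 31.75 against 23.5 in AFE and 30 against 24 in PE.

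To ask whether the peaks carried the sequence that RARA recognises, each was searched for a Retinoic Acid Responsive Element (RARE). A RARE was taken as a direct repeat of 2 half-sites RGKTCA (R is A or G, K is G or T), spaced by 1, 2 or 5 bp, with at most 1 mismatch over the 12 bases. A RARE was found in 62 of 98 merged peaks (63.3%, 95% Wilson interval 53.4 to 72.1%). Control windows matched on width, GC content and promoter position had a RARE in 12.4% on average, and in at most 25.5% in any of 1000 sets (n = 98 peaks, one-sided p = 0.001, the smallest that 1000 sets can give; adjusted p = 0.00325). The share depended most on the mismatches allowed, at 29.6% with none and 86.7% with at most 2, where controls reached 1.94% and 53.6%.

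Every spacer from 0 to 10 bp was then scanned alike. A spacer of 5 bp (DR5) occurred in 39 peaks, against a mean of 1.65 in the matched control sets, a ratio of 23.6 (n = 98 peaks, one-sided adjusted p = 0.00183 over 11 spacers). The spacers of 1 bp and 2 bp were found in 15 and 20 peaks, against control means of 2.21 and 8.72 (n = 98, adjusted p = 0.00183 for each, which comes from the smallest p that 1000 sets can give). Of the other spacers, 0, 3, 4, 6, 7 and 8 bp also exceeded controls after adjustment, with ratios between 2.87 for 4 bp and 5.11 for 0 bp. Spacers of 9 and 10 bp did not (n = 98, adjusted p = 0.141 and 0.0692).

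**Figure D2:**
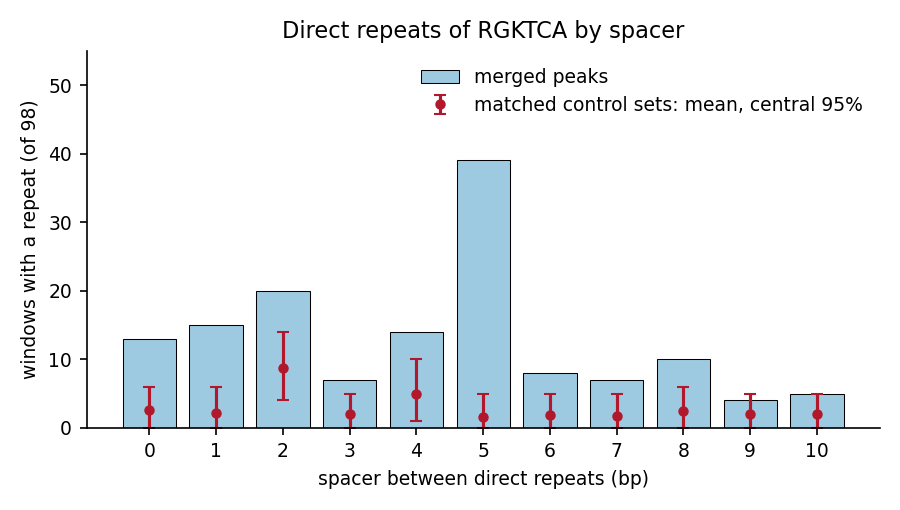
Bars give the number of merged peaks (of 98) with a direct repeat of RGKTCA at each spacer from 0 to 10 bp, and red points give the mean of 1000 matched control sets with their central 95% range. The 5 bp spacer stands out, with 39 peaks against a control mean of 1.65.

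The RARE lay close to the peak centre. In 400 bp windows, 63 peaks had a RARE, at a median of 35 bp from the centre, against 87.6 bp on average in matched control sets (n = 63 peaks, one-sided p = 0.00899, adjusted p = 0.0195). It lay within 50 bp of the centre in 44 of these 63 peaks (69.8%), compared with 30.3% of control windows that had a RARE. With no mismatch allowed the median was 26 bp against 87.8 bp on average in control sets. The comparison no longer passed the threshold (n = 29 peaks, one-sided p = 0.0595 against matched control sets). Each control median came only from the few windows that held such a RARE, so this p does not show that centring was weaker.

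**Figure D3:**
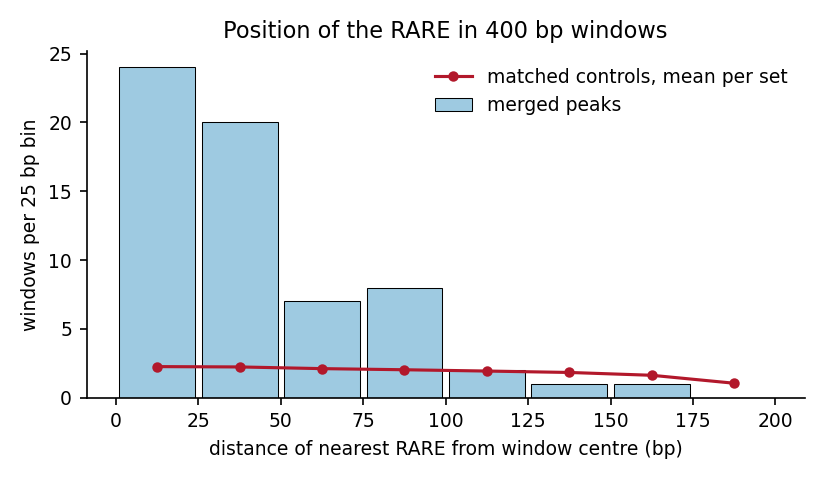
Bars count merged peaks by the distance (bp) of the nearest RARE from the centre of a 400 bp window, in bins of 25 bp, and the red line is the mean count per matched control set. Of 63 peaks with a RARE, 44 have it within 50 bp of the centre, while the control line falls slowly from 2.27 windows in the first bin to 1.06 in the last.

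By class, a RARE was present in 14 of 16 shared peaks (87.5%, 95% Wilson interval 64.0 to 96.5%), 32 of 50 AFE-only peaks (64%, 50.1 to 75.9%) and 16 of 32 PE-only peaks (50%, 33.6 to 66.4%). Shared peaks had a share 29.0 percentage points higher than the 82 peaks called in only one list (two-sided Fisher's exact test, p = 0.0446), but this did not pass correction (adjusted p = 0.0724), and it passed the unadjusted threshold under 1 of 7 alternatives. AFE-only and PE-only peaks did not differ detectably (14 percentage points, Fisher's exact p = 0.254, adjusted p = 0.275). The sign changed when only the 5 bp spacer was counted (-3.5 percentage points, Fisher's exact p = 0.815). The 2 bp spacer was in 28% of AFE-only and 9.4% of PE-only peaks, and the 1 bp spacer in 16% and 15.6%. These 2 splits were not tested. In the AFE list, peaks with a RARE had a median score of 24.75 and those without had 22.25, a difference of 0.22 in mean log2 score (permutation p = 0.0271, adjusted p = 0.0503). In the PE list the medians were 26.75 and 23.25, a difference of 0.12 (permutation p = 0.191, adjusted p = 0.225), which changed sign to -0.22 among peaks scoring at least 30 (permutation p = 0.133). The difference between the lists in this effect was itself not detectable (permutation p = 0.446 for a difference of 0.10).

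The distribution of peaks around genes was examined next. A peak was called promoter-proximal when its centre lay within 3000 bp of a protein-coding transcription start site (TSS). This held for 26 of 98 peaks (26.5%, 95% Wilson interval 18.8 to 36.0%), against 8.08% for random placements on the same chromosomes and at most 17.3% in any of 1000 (n = 98 peaks, one-sided p = 0.001, the smallest possible; adjusted p = 0.00325). With the TSSs of genes of any type the share was 45.9%, against 20.7% for random placements. Promoter-proximal peaks were 7 of 16 shared (43.8%), 9 of 50 AFE-only (18%) and 10 of 32 PE-only peaks (31.3%). Neither shared against the other peaks (20.6 percentage points, Fisher's exact p = 0.121, adjusted p = 0.174) nor AFE-only against PE-only (-13.3 percentage points, Fisher's exact p = 0.188, adjusted p = 0.225) differed past the threshold. A RARE was as frequent in promoter-proximal peaks (16 of 26, 61.5%) as in the other 72 peaks (46, or 63.9%; Fisher's exact p = 0.818, adjusted p = 0.818), and this small difference changed sign under 3 alternatives. By the position of the centre, 36 peaks were intergenic, 34 lay in introns of protein-coding genes, 18 in non-coding genes, 8 in untranslated exons (UTR) and 2 in coding exons.

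**Figure D4:**
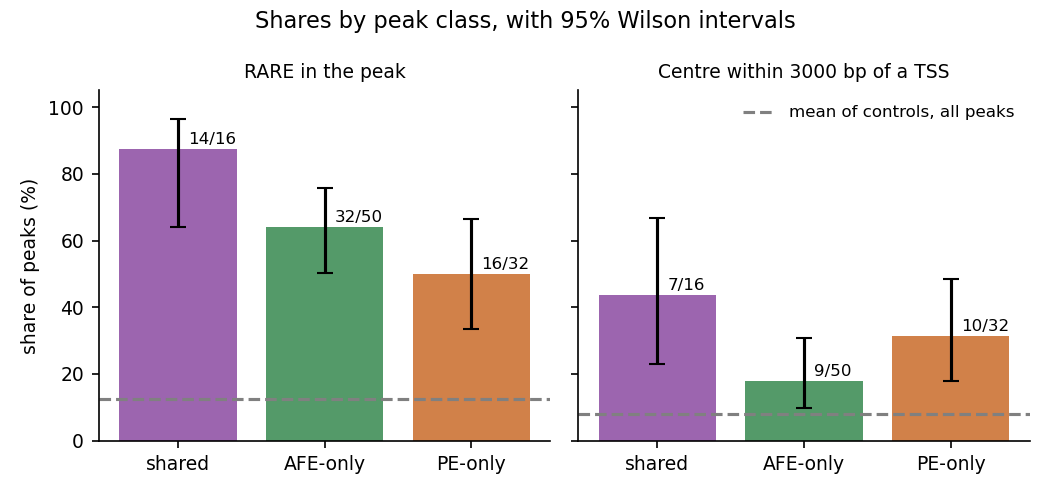
Bars give the share of peaks (%) with a RARE (left) and with a centre within 3000 bp of a protein-coding TSS (right) for 16 shared, 50 AFE-only and 32 PE-only peaks; error bars are 95% Wilson intervals and dashed lines are the mean of matched controls (12.4%) and of random placements (8.08%). In each panel the intervals of the classes overlap, and the RARE share of each class lies above the control line.

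The loci of HOXB1, RARA and RARB were inspected because the study discusses them, and each had a peak within 10 kb of a TSS (all coordinates are hg38). The HOXB1 peak (chromosome 17, 48522093 to 48522401) was PE-only and intergenic, with its centre 8663 bp downstream of the HOXB1 TSS and a score of 29.5. It held GGTTCATAGAGAGTTCA, a DR5 with 0 mismatches, at 48522274 to 48522290 on the minus strand. The RARA peak (chromosome 17, 40341467 to 40341778) was shared, lay in an intron 235 bp downstream of an annotated RARA TSS, and scored 36.5 in AFE and 31 in PE. Its DR5 was AGTTCAGCGAGAGTTCA, with 0 mismatches, at 40341653 to 40341669. The RARB peak (chromosome 3, 25428098 to 25428421) was shared and lay in a UTR exon, with its centre 3 bp upstream of a RARB TSS, and it scored 29 in AFE and 27 in PE. Its DR5, at 25428210 to 25428226 on the plus strand, was GGTTCACCGAAAGTTCA, with 0 mismatches. A peak absent from the AFE list scored below the minimum there or was removed by another filter of the peak caller, so its signal in AFE is not known from these lists.

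**Figure D5:**
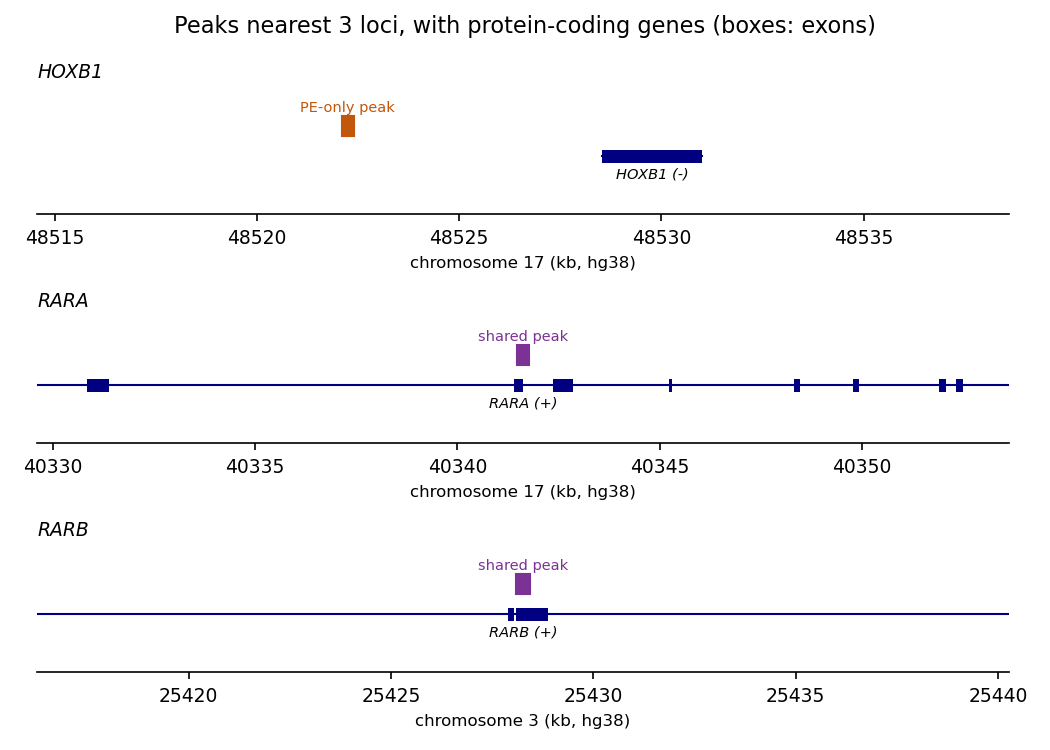
Each panel spans 24 kb (horizontal axis, kb on hg38) and shows the merged peaks (orange for PE-only, purple for shared) above the protein-coding genes, whose exons are boxes, with the strand in brackets. The peak near HOXB1 lies 8663 bp from the TSS and was called in PE only, and those at RARA and RARB lie 235 and 3 bp from a TSS and were called in both lists.

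The highest-scoring peak of both lists lay in an intron of AGAP1 (chromosome 2, 236117861 to 236118204), 49976 bp from the nearest protein-coding TSS, that of GBX2. It scored 68 in AFE and 43.5 in PE, with folds over input of 107 and 45.2, and held the DR5 element GGGTCACTCTGGGGTCA with 0 mismatches. The other shared peaks among the best 3 by mean rank were at the ARFRP1 TSS (chromosome 20, 63707617 to 63708043, in a UTR exon, scores of 57 and 40.5) and near SOX1 (chromosome 13, 112073251 to 112073593, in the non-coding gene SOX1-OT, 6273 bp from the SOX1 TSS, scores of 46.5 and 39), each with a DR5 with 1 mismatch. The AFE list's best 5 also held a peak 89848 bp from the KRBA1 TSS (chromosome 7, 149624768 to 149625097, intergenic, scores of 47.5 and 28.5) and one 57 bp from the RBKS TSS (chromosome 2, 27890141 to 27890519, in a coding exon, scores of 40.5 and 30). The PE list's best 5 held a peak 175 bp upstream of the ZNF746 TSS (chromosome 7, 149497837 to 149498146, intergenic, scores of 31 in AFE and 42.5 in PE) in which no RARE was found.

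Among AFE-only peaks, the highest score was 38.5, at a peak in the non-coding gene CCDC26 (chromosome 8, 128975766 to 128976064), whose nearest protein-coding TSS, that of GSDMC, was 801672 bp away. Next, with a score of 33.5 each, were a peak in an intron of DHRS3 (chromosome 1, 12604370 to 12604668), with the DR5 element GGGTCATGGAGAGGTCA at 0 mismatches, and one in an intron of SEC14L5 (chromosome 16, 5010534 to 5010832), nearest the TSS of NAGPA. Among PE-only peaks, the highest score was 39.5, at an intergenic peak 56176 bp upstream of a MITF TSS (chromosome 3, 69683126 to 69683434). It had the highest fold over input of the PE list, 122, and no RARE. A PE-only peak in an intron of NFIX (chromosome 19, 13051612 to 13051920, score 31.5) held a RARE with a spacer of 1 bp and 1 mismatch.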

Values the study reported

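The study reported 97 RARA binding sites over AFE and PE cells, and RARE motifs in approximately 60% of those sites. It also counted reads of both cell types at each site, after subtracting input, and labelled the majority of sites Equal by a cutoff on fold change. Such counts were not analysed here, and the classes by peak call are a different measure. Peaks needed a score of at least 20 to be kept.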

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

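Of 93 values computed under alternatives for 19 results, 62 kept their direction and side of the 0.05 threshold, or stayed within 1.5 times the main count. The RARE share of all peaks, the excess of the 5 bp spacer, the promoter share of all peaks and the higher scores of shared peaks in both lists did so under each alternative run for them. Some of the 62 values could not have changed. Every pair overlapped by at least 181 bp, so requiring 50% overlap left the same pairs. The equal minimum of the normalized tag count removed no PE peak, so the PE score difference by RARE stayed the same. For scores in AFE the margin was narrow at the equal minimum of the normalized tag count. There the log2 difference was 0.29 (permutation p = 0.0480, 13 against 11 peaks), against 0.50 in the main analysis. In PE it was 0.42 there, against 0.33. The RARE share ran from 29.6% to 86.7% over its 8 alternatives, each with p at or below 0.001. Thresholds here are on unadjusted p, except that spacers use p adjusted over the 11 spacers.

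The counts of peaks moved by construction, because a stricter minimum keeps fewer peaks. With scores of at least 30 there were 14 AFE and 13 PE peaks, of which 7 were shared, 7 AFE-only and 6 PE-only. The higher-scoring 50% of each list held 33 AFE and 24 PE peaks, with 21 AFE-only and 12 PE-only. At an equal minimum of the normalized tag count, chosen after seeing the data, 24 AFE and 48 PE peaks remained, with 13 shared, 11 AFE-only and 35 PE-only, which reverses which class is larger. The rank correlation of shared peaks was 0.41 at that minimum (permutation p = 0.161) and 0.54 without the 2 extreme peaks (permutation p = 0.0513).

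The higher RARE share of shared peaks passed the threshold only in the 400 bp window among its 7 alternatives. Against 29.0 percentage points in the main analysis, the difference was 1.10 at scores of at least 30, 9.45 with no mismatch, 15.9 with at most 2 mismatches, 27.1 with the 5 bp spacer alone, 10.7 with spacers 0 to 10 and 23.7 at the equal minimum, with Fisher's exact p from 0.0534 to 1. AFE-only against PE-only changed sign with the 5 bp spacer alone (-3.5 percentage points, Fisher's exact p = 0.815). Promoter against other peaks changed sign with no mismatch (1.60), the 5 bp spacer alone (8.65) and the equal minimum (3.42 percentage points), with Fisher's exact p from 0.488 to 1.

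The higher AFE score of peaks with a RARE no longer passed the threshold under 5 alternatives. The log2 difference, 0.22 in the main analysis, was smaller with no mismatch (0.084), at most 2 mismatches (0.15) and spacers 0 to 10 (0.15). It was larger at scores of at least 30 (0.36) and at the equal minimum (0.29), where only 1 and 4 peaks without a RARE were left. In PE it changed sign at scores of at least 30 (-0.22) and passed the threshold with at most 2 mismatches (0.29, permutation p = 0.0247). The distance of the RARE from the centre, 26 bp with no mismatch, had one-sided p = 0.0595 over n = 29 peaks with such a RARE. In control windows of peak width, rather than the 400 bp used for this distance, 1.94% hold one. Each control median thus rested on few windows. The cause of the other changes was not tested.

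No paired analysis was possible because each cell type had 1 IP library. The depth limits the lists at their lower end: a peak worth 20 in score in AFE corresponds to a lower normalized level than in PE.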

Other observations

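The tests in this part were chosen after the lists had been seen. The results for the GC covariate, for similarity to 7SL RNA and for other spacers beside a RARE were not known when those tests were set.

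The AFE list was longer, with 66 peaks against 48, although RA was given only to the PE cells. The AFE library was 1.30 times as deep and the score minimum was not scaled to depth. With AFE held to the lowest normalized tag count of the PE list, 24 AFE peaks were left, and 39 of the 50 AFE-only peaks fell below that level. More than 48 AFE peaks could have been left at this level, so the greater length of the AFE list rested on peaks below the lowest PE level. The cut was the PE list's own minimum and could shorten only the AFE list. When AFE scores were instead divided by the depth ratio of 1.30, 25 AFE peaks still reached the score minimum, fewer than the 48 PE peaks. This division, too, could shorten only the AFE list. The difference in depth was thus large enough to account for the longer AFE list. That depth was the reason was not shown.

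Whether depth could also explain the peaks missing from the other list was tested by simulation. Each peak's signal was kept unchanged and redrawn by Poisson sampling at the other library's depth, with a prior that allows for peaks having been selected at the minimum. Of the 66 AFE peaks, 21.7 were expected in the PE list (95% range 16 to 28) and 16 were observed, at the lower edge of the range. Of the 14 with scores of at least 30, 11.1 were expected (8 to 14) and 9 observed. With this prior, these numbers leave open that AFE-only peaks are largely sampling at the lower PE depth. The same test went the other way for PE. Of the 48 PE peaks, 40.1 were expected in the AFE list (35 to 45) and 16 were observed, and of the 13 with scores of at least 30, 12.8 were expected (12 to 13) and 9 observed. Sampling at the AFE depth therefore did not account for the PE-only peaks. The AFE outcome depends on the prior: with a flat prior, which ignores selection, 34.3 AFE peaks were expected (27 to 41). The 16 observed lie below that range. For the 14 AFE peaks with scores of at least 30, the flat prior gave 12.6 (10 to 14), and the 9 observed lie below that range too. A difference in IP efficiency or background between the libraries was not tested, and neither was an effect of RA, so both remain open for the PE-only peaks.

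Peaks of a single list near the minimum might be calls by chance at sites without RARA. The RARE share was 64% in AFE-only peaks, where no matched set exceeded 32%, and 50% in PE-only peaks, where no matched set exceeded 34.4%. Even below a score of 25, a RARE was found in 20 of 34 AFE-only peaks (58.8%, at most 11 in any matched set) and in 9 of 21 PE-only peaks (42.9%, at most 7). Chance calls as the whole cause are excluded by these shares, but they leave open that some of the peaks without a RARE arose that way.

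Alu repeats, which derive from 7SL RNA, carry direct repeats of the half-site and could supply RAREs by descent. Similarity to 7SL RNA was found in 7 of 98 peaks (7.14%), fewer than the 17.6% of matched controls (95% range of the number 12.0 to 25 of 98). Without such peaks, the RARE share of AFE-only peaks was 65.9% (29 of 44), while no set of controls without similarity exceeded 20.5%. The 2 bp spacer occurred in 17 of the 91 remaining peaks against a control mean of 2.98 (95% range 0 to 6). Peaks with similarity supplied 3 of the 20 peaks with this spacer, whereas the control mean was 8.72 over all 98 peaks, so most of the control level came with Alu-like sequence. Sequence with detected similarity to 7SL RNA is excluded by these values as the whole cause of either pattern. Short or diverged copies can escape such a search. The repeat AGGTCAGGAGTTCA recurred in the AFE-only peaks nearest PTP4A2, GALC and EN1. The shared peak nearest ASTN2 held GGGTCAGGAGTTCA, although no shared peak had detected similarity. Undetected Alu-derived sequence among the remaining peaks therefore stays possible. The shortage of such sequence in the peaks was not tested further; the authors' mapping quality filter bears on it.

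Direct repeats with spacers other than 1, 2 and 5 bp also exceeded controls. If they were extra half-sites beside a RARE, peaks without a RARE should not have them in excess. Of the 36 peaks without a RARE, 15 held another spacer, against a control mean of 4.60 (95% range 1 to 9). Of the 62 peaks with a RARE, 30 held another spacer, against a control mean of 22.7. This lay at the upper end of the control range (15 to 30), so an excess beside a RARE was not established. Repeats in other orientations were scanned too. After adjustment over 22 arrangements in n = 98 peaks, 2 exceeded controls: everted repeats with a spacer of 8 bp, in 7 peaks against 0.69 (adjusted p = 0.0220), and inverted repeats with no spacer, in 5 peaks against 0.794 (adjusted p = 0.0330). No biological explanation was tested.

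On the autosomes and X of hg38, 5754 DR5 elements match without a mismatch, and 21 of the 98 peaks hold one.

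In PE, the fold over input was lower at promoters, with a median of 7.64 for 17 promoter peaks and 12.3 for 31 others (log2 difference -0.76, permutation p = 0.0208). The normalized tag count did not differ detectably (0.02, permutation p = 0.831), while the input signal was higher at promoters (log2 difference 0.78, permutation p = 0.0133). With GC content as a covariate the fold difference was -0.16 (permutation p = 0.651), so GC content may account for it; promoter position and GC content go together. In AFE no such difference in fold was seen (-0.06, permutation p = 0.847), and with GC content as a covariate it was 0.28 (permutation p = 0.337). Median GC content at promoters and elsewhere was 65.8% and 52.5% in AFE, and 68.3% and 55.7% in PE. A similar gap in GC content thus came without a lower fold in AFE, which limits GC content as an explanation. Whether the cell types differ in this was not tested.

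Near LHX1, a PE-only peak (chromosome 17, 36920796 to 36921104, score 30) and an AFE-only peak (36921157 to 36921455, score 25.5) lie 52 bp apart. They were counted as separate because they do not overlap, and became 1 shared peak when centres up to 1000 bp apart were paired, giving 17 shared. This pair was chosen after its values were seen.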
